A study of Mus musculus with 4 samples.

How the data were processed

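The study profiled where the transcription factor Deaf1 sits on chromatin in C2C12 cells, an established line of mouse myoblasts (muscle precursor cells), by chromatin immunoprecipitation followed by sequencing (ChIP-seq). Per the labels, there were 4 libraries: 2 immunoprecipitated with a Deaf1 antibody and 2 input controls without antibody. Group and replicate number were taken from the sample titles. The labels' protocols describe formaldehyde fixation and sonication, and the same field also uses the term native ChIP-seq, which normally means unfixed chromatin. This conflict could not be settled. The files analysed were a peak list for each ChIP library and 1 combined list for the pair. No file of the inputs' own values was analysed here, so the inputs enter only through the background that the peak lists carry.

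The labels name no aligner, peak caller, filter or genome build. The peak lists have 10 columns in the narrowPeak layout. The deposited fold enrichment of each peak is a ratio of ChIP to local background at the summit, written by the authors' peak caller. The deposited p and q of each peak are −log10 values of a Poisson test at the summit. The fold and p columns were tested against the formula that MACS2 uses, fold = (pileup + 1)/(background + 1), with p the Poisson probability of exceeding the pileup. For 100% of peaks in both lists, exactly 1 whole-number pileup fitted both deposited values, with an error in −log10 p of at most 5.1e-05. The number of ChIP fragments stacked at each summit and the background expected there were therefore recovered. On simulated summits the procedure returned 100% of 1953 pileups exactly. Counting intervals on pileups are exact Poisson intervals at the 95% level. They cover counting error only, since whether duplicate reads were removed is not stated.

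The combined list has 14 columns in the layout that the irreproducible discovery rate (IDR) program writes. The IDR given here is the program's global value. It estimates the share of regions that do not repeat between replicates among all regions ranked at least as well. It is not the chance for the single region. The deposited score of each region follows the program's logarithmic scale, so that 540 stands for an IDR of 0.05 and 830 for 0.01. Its unnamed columns of values for single samples, 6 in all, were not used. The strength of each region was instead taken from the overlapping peaks of each replicate's own list. The score in the combined list is the authors' value for the pair of libraries, without an error.

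Coordinates are given 1-based, so each start is 1 higher than in the files. The build was inferred from the peaks. A table of RefSeq genes on the assembly GRCm38.p6 was used for gene names and for distances to gene ends. In replicate 1, 74.1% of summits lay within 1 kb of an end of a protein-coding gene of that table, against 9.98% and 10.6% when all summits were moved by 5 kb down or up. In replicate 2 these shares were 68.5%, 10.3% and 10.1%. The files' coordinates were therefore read as GRCm38. The gene table has no strand and 1 span per gene, from the first to the last base of any of its transcripts. Gene ends consequently mix transcription starts and transcription ends, and an internal start is not seen as an end.

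The tests and the genes to name were fixed before the data were examined, and some could not be run as written. Promoters were replaced by windows of 1 kb on each side of both gene ends, and the comparison of these windows with chance, designed with matching on GC content, was run without it. Chromosome lengths were taken as the span of the peaks. The test of the sequence TTCG at peak centres, matching on GC or CpG content, and the filter on repeats need a genome sequence and were not run. All gene analyses used chromosomes 1 to 19, X and Y and 21887 protein-coding genes.

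Replicates were compared by overlap of at least 1 bp, against 1000 random placements of replicate 2's peaks on their own chromosomes (one-sided permutation test). Fold enrichment of shared and unshared peaks was compared by a two-sided permutation test of medians with 100000 resamples. Fold enrichments of shared peaks were correlated on the log2 scale over pairs in which each peak was the other's strongest partner. The smallest p these tests can give is 0.001 for placements and 1e-05 for resamples. These 6 tests formed 1 family with Benjamini-Hochberg adjustment. The 4 gene lists (autophagy, FOXO, myogenic regulators, and proteasome as a comparison) were tested with one-sided Fisher's exact tests, adjusted over the 4 lists. The named genes were Deaf1, Pik3c3, Atg16l1 and Eif4g3 whatever their values, every gene of the first 3 lists with a region at an end, and the 5 regions with the largest mean fold enrichment. Regions on mitochondrial or unplaced sequence were to be described as such. On simulated data, 100% of 500 planted shared peaks were found. Of random gene lists over the 21887 genes, 3.0% had a p under 0.05.

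The alternatives covered a stricter q (−log10 q of at least 5), assembled chromosomes only, stricter overlap, other random placements, stricter IDR scores, other windows, and each replicate alone. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.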

Results

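Deaf1 occupancy was mapped by ChIP-seq in C2C12 mouse myoblasts, in 2 ChIP libraries that each came with an input library. The series is titled for a role of Deaf1 in autophagy and muscle regeneration. The design therefore raises 3 questions: how well the replicates repeat each other, where the peaks lie relative to genes, and whether autophagy genes are among the bound genes. There was no second condition, so no change in occupancy was measured.

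Depth was read from the peak lists themselves. The genome-wide background expected at any position was 1.80 fragments in replicate 1 and 2.09 fragments in replicate 2, a ratio of 1.16. The steps between background values gave a ratio of ChIP to input depth of 0.878 in replicate 1 and 0.967 in replicate 2. These ratios explained 81.4% of the steps in replicate 1 and 67.3% in replicate 2. The share in replicate 1 is partly circular, since it includes backgrounds that also set the ratio. In replicate 2 such backgrounds mostly lay outside the range tested, so the shares are not comparable. The input depths and the numbers of input reads given below rest on these ratios. The shortest peaks were 91 bp and 96 bp, which the caller normally sets to the fragment length. With these lengths and MACS2's default effective size for the mouse genome, the backgrounds correspond to about 37.0 M and 40.7 M ChIP reads, and to 42.2 M and 42.1 M input reads (M, mega). The genome size setting is an assumption, whereas the ratio of 1.10 between the ChIP libraries does not depend on it. The median summit was covered by 22 fragments in replicate 1 (95% exact Poisson interval 13.8 to 33.3) and by 23 in replicate 2 (14.6 to 34.5). Single peaks of median height are therefore known only to within a wide counting error.

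Replicate 1 had 1860 peaks and replicate 2 had 3126, a ratio of 1.68. Median peak width was 135 bp in replicate 1 and 152 bp in replicate 2, and the widest peaks spanned 4615 bp and 8928 bp. Peaks longer than 1 kb numbered 45 and 70. The median fold enrichment, as the authors' peak caller gave it, was 6.87 (interquartile range 5.48 to 8.96) in replicate 1 and 6.41 (4.93 to 8.72) in replicate 2. The highest q in the lists was 0.0813 in replicate 1 and 0.0774 in replicate 2, with 3 and 6 peaks above a q of 0.05. The stricter q moved these numbers most and left 1547 and 2500 peaks. Mitochondrial DNA carried 1 peak in replicate 1 and 16 in replicate 2.

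Of the 1860 peaks in replicate 1, 1718 (92.4%) overlapped a peak of replicate 2. Seen from replicate 2, 1575 of 3126 peaks (50.4%) overlapped a peak of replicate 1. Random placement of replicate 2's peaks gave a mean of 6.02 shared peaks, and at most 15 in 1000 placements (one-sided permutation p = 0.001, the smallest possible; adjusted p = 0.001). Requiring a reciprocal overlap of at least 50% reduced the shared peaks of replicate 1 the most, to 1268 (68.2%). Moving each peak by 10 to 100 kb in place of random placement raised the chance value to a mean of 32.0 shared peaks, at most 49. The summits of paired peaks lay a median of 12 bp apart, and 93.8% of pairs had summits within 100 bp of each other.

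Shared peaks were stronger than unshared ones. In replicate 1 the median fold enrichment was 7.14 for the 1718 shared peaks and 5.49 for the 142 unshared peaks, a difference of 1.65 (two-sided permutation p = 1e-05, the smallest possible; adjusted p = 1.5e-05). In replicate 2 the medians were 8.23 for 1575 shared peaks and 5.27 for 1551 unshared peaks, a difference of 2.96 (two-sided permutation p = 1e-05; adjusted p = 1.5e-05). Peaks are not independent replicates, so these p-values describe the 2 libraries.

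Across the 1551 pairs of shared peaks, log2 fold enrichments were correlated, with a Pearson r of 0.67 and a Spearman rho of 0.56 (permutation p = 1e-05 and adjusted p = 1.5e-05 for both). This correlation is across peaks, not across samples. Restricting both lists to the stricter q lowered rho the most, to 0.51. The fold enrichment was higher in replicate 2 at 1012 pairs (65.2%), with a median ratio of 1.13 (interquartile range 0.892 to 1.40). The median ratio of summit pileups was 1.31, above the background ratio of 1.16. The SD of the log2 difference between replicates was 0.51.

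**Figure D1:**
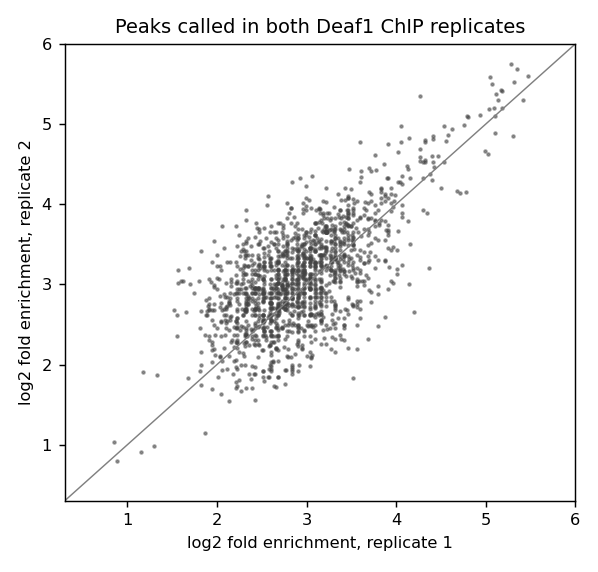
Fold enrichment of the 1551 paired peaks in replicate 1 (x axis) and replicate 2 (y axis), both as log2 of the deposited fold over background; each point is a pair and the line marks equal values. Points scatter widely at low fold and lie mostly above the line, with 65.2% of pairs higher in replicate 2.

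The authors' combined list held 1550 regions, each of which overlapped at least 1 peak of each replicate. It contained 1718 peaks of replicate 1 and 1575 peaks of replicate 2, and no shared peak of replicate 1 was missing from it. The list was not cut at an IDR threshold: the IDR ran from 0.00724 to 0.513, with a median of 0.101, and 377 regions shared the lowest score of 121. A score of at least 540 (IDR of at most 0.05) was reached by 608 regions (39.2%), and a score of at least 830 (IDR of at most 0.01) by 75. The name reproducible peak is used below for all 1550 regions. A region's score depended on whether it was merged from several peaks, as shown in the plot of scores. Among the regions in the top 10% of both replicates by their strongest peak, 68 had 1 peak in each replicate and a median score of 851. Another 41 such regions were merged from 3 or more peaks, and their median score was 190, with none reaching 540.

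**Figure D2:**
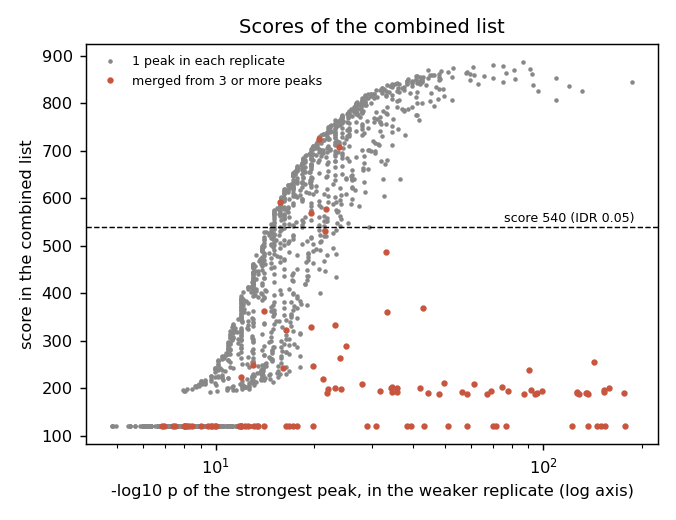
Score of each of the 1550 regions in the combined list (y axis) against the −log10 p of its strongest peak in the weaker replicate (x axis, log scale); grey points have 1 peak in each replicate, red points were merged from 3 or more peaks, and the dashed line marks the score of 540. Grey points rise to 887 with peak strength, whereas 101 of the 106 red points stay below the line.

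On assembled chromosomes, 1249 of 1545 reproducible regions (80.8%) lay within 1 kb of an end of a protein-coding gene. Random placement gave a mean of 3.75% and at most 5.44% (one-sided permutation p = 0.001, the smallest possible; adjusted p = 0.001). Shifting the regions by 10 to 100 kb, which keeps them in their neighbourhoods, gave a mean of 10.1% and at most 12.5%. Taking all peaks of replicate 2 in place of the combined list moved the share most, to 69.4%, and all peaks of replicate 1 gave 75.1%. Within 5 kb the share was 90.7%, where random placement gave 13.7%. Fold enrichment was higher at gene ends than elsewhere, with medians of 7.28 and 6.06 in replicate 1 and of 6.87 and 5.34 in replicate 2 (two-sided permutation p = 1e-05 in each, not adjusted). Chance was not matched on GC content.

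**Figure D3:**
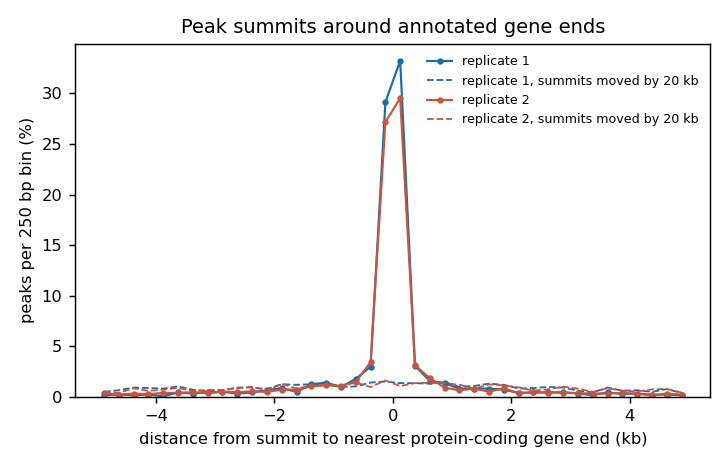
Percentage of peak summits per 250 bp bin (y axis) by distance to the nearest end of a protein-coding gene in kb (x axis), for replicate 1 (blue) and replicate 2 (red); dashed lines show the same summits moved by 20 kb. Both replicates have a narrow maximum at the gene end that the moved summits lack.

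The 5 regions with the largest mean fold enrichment were high in both libraries. The first lay on chromosome 14 from 65096273 to 65099453, inside the span of Extl3 and 46098 bp from its nearer end, with a mean fold enrichment of 46.4 ± 3.0 (SD, n = 2). A transcription start inside that span would not be seen as an end. The second, on chromosome 1 from 166378462 to 166382216 with its summit 27 bp from an end of Tada1, had 46.4 ± 10.4 (SD, n = 2) and the highest pileup of either list, 141 fragments in replicate 1 and 165 in replicate 2. The third, on chromosome 4 from 155222984 to 155225769 near Ski, had 46.1 ± 7.6 (SD, n = 2). The fourth was on chromosome 7 from 16398589 to 16403810 near an end of Zc3h4, with 43.1 ± 4.4 (SD, n = 2). The fifth was on chromosome 14 from 54683925 to 54689732 at an end of Acin1, with 41.1 ± 2.2 (SD, n = 2). Their order cannot be told from these values, since the differences between neighbours are smaller than the SDs. Only the Tada1 region, of these 5, had an IDR under 0.05 in the combined list. The other 4 were merged from 3 or more peaks of replicate 1 and had an IDR between 0.33 and 0.51.

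The locus of Deaf1 itself carried 5 reproducible regions. The strongest spanned chromosome 7 from 141325566 to 141330465, with its replicate 2 summit inside the annotated span of Deaf1, 10691 bp from that gene's nearer end and 48 bp from an end of Tmem80. Its fold enrichment was 34.6 in replicate 1 (96 fragments, 95% exact Poisson interval 77.8 to 117) and 41.4 in replicate 2 (127 fragments, 106 to 151), a mean of 38.0 ± 4.8 (SD, n = 2). It ranked 11th of 1860 and 9th of 3126 peaks, and its IDR in the combined list was 0.35. The other 4 regions were weaker, with 14 to 23 fragments at their summits. At Eif4g3 there were 3 regions, the strongest on chromosome 4 from 137991883 to 137996267, with a fold enrichment of 23.1 ± 7.6 (SD, n = 2) and an IDR of 0.51.

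Among the 53 autophagy genes fixed beforehand, 10 (18.9%) had a reproducible region within 1 kb of a gene end, against 1519 of 21834 other protein-coding genes (6.96%; odds ratio 3.11, one-sided Fisher's exact p = 0.0033, adjusted over the 4 lists 0.0066). The comparison list of 33 proteasome genes had 8 (24.2%; odds ratio 4.28, exact p = 0.0016, adjusted 0.0064). None of the 4 FOXO genes and none of the 11 myogenic regulators had one (unadjusted exact p = 1.0 for each), and lists this short give little power. At a score of at least 540, 4 autophagy genes (7.55%; odds ratio 2.54, adjusted exact p = 0.17) and 3 proteasome genes (9.09%; odds ratio 3.10, adjusted exact p = 0.17) had a region. The share of other genes fell too, to 3.12%, and the odds ratios were lower but kept their direction. With so few genes left, a weaker excess and a loss of power cannot be told apart. The autophagy and proteasome results both stayed past an adjusted p of 0.05 with the peaks of either replicate in place of the combined list. With all peaks of replicate 2, 14 autophagy genes (odds ratio 2.84, adjusted exact p = 0.0034) and 17 proteasome genes (odds ratio 8.44, adjusted exact p = 5.5e-08) had a peak, against 11.2% of other genes. With all peaks of replicate 1 the numbers were 10 (odds ratio 2.87, adjusted exact p = 0.011) and 8 (odds ratio 3.95, adjusted exact p = 0.010), against 7.50% of other genes. FOXO genes with a peak numbered 1 in replicate 2 (adjusted exact p = 0.51) and 0 in replicate 1.

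The 10 autophagy genes were Atg101, Becn1, Atg2b, Wdr45b, Atg5, Atg12, Atg16l1, Gabarap, Nbr1 and Rab7. An IDR of at most 0.05 was reached at Atg2b, Wdr45b, Atg16l1 and Rab7. At Becn1, Atg12, Gabarap and Nbr1 the IDR was 0.51, at the lowest score of the list. Each of these had 1 peak in each replicate, so merging does not account for the low score. At Atg2b, Atg12 and Gabarap the summit was closer to an end of a neighbouring gene (Gskip, Ap3s1 and Phf23), so the region cannot be given to 1 gene. The Atg16l1 region lay on chromosome 1 from 87755815 to 87756104, 107 bp outside the gene's nearer end by its replicate 2 summit. Its fold enrichment was 10.8 in replicate 1 (30 fragments, 95% exact Poisson interval 20.2 to 42.8) and 6.47 in replicate 2 (43 fragments, 31.1 to 57.9), with an IDR of 0.041. The lower fold in replicate 2 came with a higher background, 5.80 against 1.87 fragments. The summits of the replicates lay at different positions in the region, so these backgrounds were not read at the same place. The weakest of these regions was at Gabarap, with 13 fragments in replicate 1 and 21 in replicate 2.

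Pik3c3 had a region that the gene-end rule did not count. It lay on chromosome 18 from 30272655 to 30272932, inside the annotated span and 7190 bp from the nearer end by its replicate 2 summit. Its fold enrichment was 9.30 in replicate 1 (41 fragments, 95% exact Poisson interval 29.4 to 55.6) and 13.3 in replicate 2 (48 fragments, 35.4 to 63.6), a mean of 11.3 ± 2.8 (SD, n = 2), with an IDR of 0.0105. The gene table shows no transcription start inside a span, so whether this region lies at an internal start of Pik3c3 cannot be told. Counting regions anywhere in a gene's span plus 1 kb gave 11 of 53 autophagy genes (20.8%), against 7.65% of other genes (adjusted exact p = 0.0040).

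The peaks were not spread evenly. The densest block is described here because of its peak number, so it was chosen after its values were seen. A block of 211 kb on chromosome 10, from 122794610 to 123005600 across the spans of Ppm1h and Mon2, held 62 peaks of replicate 1 (3.33%) and 156 peaks of replicate 2 (4.99%). It was set as the longest run of replicate 2 peaks with gaps of at most 20 kb. Outside the block, the longest such run had 19 peaks in replicate 1 and 35 in replicate 2. The block's median summit had 17 fragments in replicate 1 and 16 in replicate 2, and its highest summits had 64 and 108. Leaving out the block changed the share of replicate 1's peaks that were shared from 92.4% to 92.3%.

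**Figure D4:**
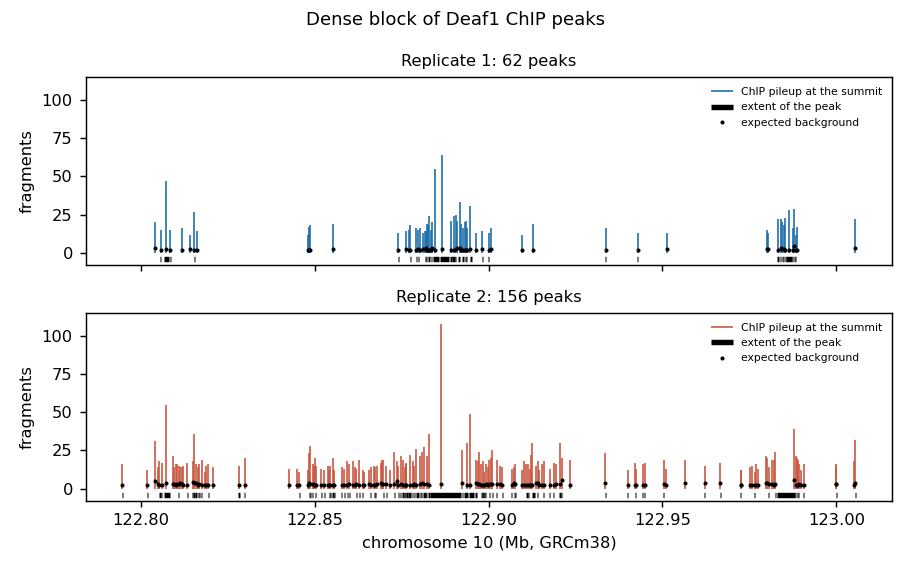
Peaks in the block on chromosome 10 (x axis, Mb) in replicate 1 (62 peaks) and replicate 2 (156 peaks); vertical lines give the recovered ChIP pileup at each summit in fragments, dots the background expected there, and black bars below 0 the extent of each peak. The background stays at or below 4.39 fragments in replicate 1 and 5.80 in replicate 2, under the pileup of every peak.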

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

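The alternatives that used an IDR score of at least 540, a shift of the reproducible regions by 10 to 100 kb, the whole gene span, or the lists without the block on chromosome 10 were chosen after seeing the data. The sharing of peaks between replicates, the higher fold of shared peaks, the correlation of fold enrichments and the excess of regions at gene ends kept their direction and stayed past a p of 0.05 under each alternative run for them. Across these alternatives the shared peaks of replicate 1 ranged from 1268 to 1718, and Spearman's rho from 0.51 to 0.56. The peak numbers stayed within 1.5 times their values under the stricter q, on assembled chromosomes and without the block.

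The IDR threshold was the choice at which the autophagy and proteasome results no longer had an adjusted p under 0.05. The combined list shrank from 1550 regions to 608 at a score of at least 540 and to 75 at a score of at least 830. The autophagy genes with a region fell from 10 to 4 at 540, where the adjusted Fisher's exact p was 0.17. The share of other genes fell there too, from 6.96% to 3.12%, and the odds ratio went from 3.11 to 2.54. At 830 the autophagy genes with a region fell to 0, where 0.394% of other genes had one and less than 1 gene of the list would be expected. The proteasome genes went the same way, from 8 to 3 and to 0. The change of sign at 830 thus rests on 75 regions, too few for a list of 53 or 33 genes. Of the results not answering a comparison, 17 were weaker at these scores: the proteasome list at 540, and 16 cases of a single autophagy gene without a region, 6 at 540 and 10 at 830.

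With replicate 1 left out, 14 autophagy and 17 proteasome genes had a peak of replicate 2 at a gene end. With replicate 2 left out, 10 and 8 had a peak of replicate 1. FOXO genes ran from 0 to 1. Over these 2 lists the share of peaks at gene ends ran from 69.4% to 75.1%. Sharing, correlation and the combined list need both replicates, so no value without 1 of them exists. No paired analysis was possible because the input libraries have no values of their own here, and the peak lists of the ChIP libraries form a single group.

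The planned test of TTCG, the matching on GC or CpG content and the repeat filter were not run for want of a genome sequence. Whether the excess at gene ends would hold at matched GC content is therefore open. At a median depth of 22 or 23 fragments per summit, counting error limits the comparison of single peaks between replicates.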

Other observations

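The tests of the merged regions, the chromosome 10 block, the number of peaks, the common input and the nearness to shared peaks were chosen only after the result was seen. The comparison of the autophagy and proteasome lists and the test of input at gene ends were set beforehand, but how the first was to be read was changed after its p was seen, from leaving the explanation undecided to counting the proteasome result in its favour. The design has 1 group of ChIP libraries, so no explanation by a difference between groups was tested.

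The low IDR scores of the strongest merged regions may be an artefact of how the combined list was made. Of its 1550 regions, 106 (6.84%) were merged from 3 or more peaks. They were not the weak ones: the median −log10 p of the strongest peak in the weaker replicate was 28.5 for merged regions and 15.1 for the others (two-sided permutation p = 1e-05, the smallest possible). A score was then predicted for each merged region from the 5 most similar regions with 1 peak per replicate. Using the weakest overlapping peak, the median error was 7.5 score units, close to the 4.0 found for single-peak regions. Using the strongest peak, it was 550 units. The weakest peak gave the closer prediction for 84 of 106 regions. This is consistent with a score taken from the smallest −log10 p among the pieces of a broad site. In the list, 5 merged regions reached 540, and 71 would by their strongest peaks. The sites affected include Deaf1's own locus, Eif4g3 and 4 of the 5 regions with the largest mean fold. A filter at an IDR of 0.05 would thus drop many of the strongest sites while keeping weaker, narrower ones.

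Replicate 2 had 1.68 times as many peaks as replicate 1, although its library was estimated to be 1.10 times as deep. At a −log10 p of at least 10, the numbers were 1447 peaks (95% exact Poisson interval 1373 to 1524) and 2232 peaks. Scaling replicate 2's pileups and backgrounds to replicate 1's background left 2010 peaks (1923 to 2100), so depth alone falls short of the difference under this scaling. This threshold was picked from 5 that were tried, at a −log10 p of 8, 10, 12, 15 and 20. At each of them the scaled number stayed above replicate 1's beyond the Poisson intervals, with ratios from 1.28 at 15 to 1.46 at 8. These intervals treat peaks as independent, which clustered peaks are not, and they do not measure the spread between libraries. The first version of the test used replicate 1's lowest −log10 p, 4.82, and left 3086 peaks of replicate 2. It was replaced because few peaks lie near that limit, so scaling could hardly move the number. The block on chromosome 10 does not account for it either, since the ratio without it was 1.65. A more efficient immunoprecipitation in replicate 2 would raise its fold enrichment at the same sites. Over the 1551 pairs of shared peaks, fold enrichment was higher in replicate 2 at 65.2%, with a median ratio of 1.13. The median ratio of summit pileups was 1.31, against a background ratio of 1.16. These values go with that explanation. They come from called peaks only, so it remains open.

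The estimated depths of the inputs, 42.2 M and 42.1 M reads, raise the question whether 1 input library served both ChIP libraries. At 44 pairs of summits within 3 bp of each other, the background in both lists was a whole number of input reads of at least 3. The number was the same at 8 of them, where a common input would be expected to give the same number at most of the pairs.

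Of the 1551 peaks of replicate 2 without a partner, 36.1% lay within 10 kb of a shared peak, against a mean of 2.17% and at most 3.35% under random placement. Without the block on chromosome 10 the share was 31.3%. Chance placement of all of them over whole chromosomes is argued against, although most lay farther than 10 kb from any shared peak. Those within 10 kb may be the outskirts of the same sites, seen in the stronger library only. They may also be separate weak sites in the same open regions, and the peak lists do not separate these possibilities.

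The block on chromosome 10 resembles an amplified locus at first sight. Extra copies in the cells would raise the input there. The median background at its summits was 1.14 times the genome background in replicate 1 and 1.13 times in replicate 2, against 1.06 and 1.11 times at peaks elsewhere. It was under 1.25 times, the gain of 5 copies in place of 4, at 64.5% of the block's summits in replicate 1 (95% bootstrap interval over 10 kb windows 56.4 to 72.7) and at 58.3% in replicate 2 (48.1 to 68.4). With such a gain these shares would fall to those of other peaks at the genome floor, 43.9% and 42.5%. For 8 copies in place of 4 the shares under the gain were 98.4% (95.6 to 100) and 97.4% (94.9 to 99.4), against the same expected shares. At the called summits, the shares were thus higher than such gains would give. Called peaks were, however, selected for exceeding their local background. The block's median summits of 17 and 16 fragments were below the 22 and 23 of all peaks. Summits with a raised background were therefore less likely to be called in the block than among the peaks that set the expected shares. The values do not decide whether extra copies contribute, and a smaller gain was not tested. This is the third form of the test. The first set the background against the pileup of called summits, which is high by construction. The second asked whether the upper quartile of the background, 1.46 and 1.39 in the block, stayed under 1.25, and left the question undecided, but peaks elsewhere had the same upper quartiles. An error in 1 library is argued against by the 62 peaks of replicate 1 in the block. Of these, 58 overlapped a peak of replicate 2, against a mean of 24.8 and at most 52 over 1000 circular shifts within the block (one-sided permutation p = 0.001, the smallest possible), so evenly raised coverage is argued against too. What remains open is a broad bound domain around the tallest summits, extra copies, or material of this locus enriched in both ChIP libraries by another route. The bounds of the block were redrawn once after its peaks and this overlap had been seen, from runs with gaps of at most 10 kb to gaps of at most 20 kb. Under the first rule the block was 80.9 kb long with 38 and 93 peaks, 37 of the 38 overlapped against at most 35 after circular shifts (one-sided permutation p = 0.001), the background was 1.04 and 1.11 times the genome background, and the ratio of peak numbers without the block was 1.66. In the 211 kb block, 2 of its 34 regions in the combined list had a score of at least 540.

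The excess of regions at autophagy genes may reflect a preference for genes used in most cells rather than for autophagy. The proteasome list, chosen beforehand as a comparison, had regions at 24.2% of its genes and the autophagy list at 18.9% (one-sided Fisher's exact p = 0.81 for autophagy being higher). Lists of 53 and 33 genes give this test little power, so a difference between them is not excluded. No expression data of these cells were used here, so a preference for expressed genes was not measured directly.

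Raised input coverage at gene ends was examined as a cause of the peaks there, at called peaks only. Called peaks were selected for exceeding their local background, and gene ends without a peak were not measured. The values therefore do not decide whether raised input contributes to the excess at gene ends. Among called peaks, the share with a background above the genome floor was not higher at gene ends. The median fold over the local background was 7.28 at gene ends and 6.06 elsewhere in replicate 1, and 6.87 and 5.34 in replicate 2. The background exceeded the genome floor at 56.1% of the gene-end peaks and 58.6% of the others in replicate 1, and at 58.2% and 58.6% in replicate 2. The median background, which had no common direction, was 1.92 fragments at gene ends and 1.99 elsewhere in replicate 1, and 2.37 and 2.31 in replicate 2. Non-specific recovery of open chromatin by the antibody would need a control immunoprecipitation and stays open.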
